# Tumor and Peritoneum-Associated Macrophage Gene Signature as a Novel Molecular Biomarker in Gastric Cancer

**DOI:** 10.3390/ijms25074117

**Published:** 2024-04-08

**Authors:** Kevin M. Sullivan, Haiqing Li, Annie Yang, Zhifang Zhang, Ruben R. Munoz, Kelly M. Mahuron, Yate-Ching Yuan, Isaac Benjamin Paz, Daniel Von Hoff, Haiyong Han, Yuman Fong, Yanghee Woo

**Keywords:** gastric cancer, peritoneal metastases, macrophage, liquid biopsy, biomarker

## Abstract

A spectrum of immune states resulting from tumor resident macrophages and T-lymphocytes in the solid tumor microenvironment correlates with patient outcomes. We hypothesized that in gastric cancer (GC), macrophages in a polarized immunosuppressive transcriptional state would be prognostic of poor survival. We derived transcriptomic signatures for M2 (M2_TS_, *MRC1*; *MS4A4A*; *CD36*; *CCL13*; *CCL18*; *CCL23*; *SLC38A6*; *FGL2*; *FN1*; *MAF*) and M1 (M1_TS_, *CCR7*; *IL2RA*; *CXCL11*; *CCL19*; *CXCL10*; *PLA1A*; *PTX3*) macrophages, and cytolytic T-lymphocytes (CTL_TS_, *GZMA*; *GZMB*; *GZMH*; *GZMM*; *PRF1*). Primary GC in a TCGA stomach cancer dataset was evaluated for signature expressions, and a log-rank test determined overall survival (OS) and the disease-free interval (DFI). In 341 TCGA GC entries, high M2_TS_ expression was associated with histological types and later stages. Low M2_TS_ expression was associated with significantly better 5-year OS and DFI. We validated M2_TS_ in prospectively collected peritoneal fluid of a GC patient cohort (*n* = 28). Single-cell RNA sequencing was used for signature expression in *CD68*^+^*CD163*^+^ cells and the log-rank test compared OS. GC patients with high M2_TS_ in *CD68*^+^*CD163*^+^ cells in their peritoneal fluid had significantly worse OS than those with low expression. Multivariate analyses confirmed M2_TS_ was significantly and independently associated with survival. As an independent predictor of poor survival, M2_TS_ may be prognostic in primary tumors and peritoneal fluid of GC patients.

## 1. Introduction

Gastric cancer (GC) is the fifth most common cause of cancer worldwide, with nearly 1 million new cases per year and over 650,000 deaths per year [1]. GC consists of genomically and immunogenically heterogeneous tumors with a poor 5-year overall survival (OS) of 30% in locally advanced stages and 5% in patients with distant disease [2]. Tumor immunogenicity predicts the response to immunotherapeutic agents in solid tumors, and specifically in gastric adenocarcinoma, an immunosuppressive tumor microenvironment (TME) is associated with poor survival and poor therapeutic response to immune checkpoint inhibitors (ICI) [3]. Combined with traditional chemotherapeutic regimens, ICIs, including pembrolizumab and nivolumab, have improved patient survival and are approved for first-line therapy in unresectable advanced or metastatic GC [4,5,6]. Furthermore, immunotherapy has evolved to include a broader scope of targeted antitumor immune modalities, including chimeric antigen receptor T-cells (CAR T-cells), [7] tumor-infiltrating lymphocytes (TIL), and oncolytic viruses [8]. These strategies highlight the importance of defining immune-associated molecular profiles of cancer for a more accurate assessment of patients’ expected outcomes than that provided by the clinical or pathologic tumor, node, metastasis (TNM) stage alone.

Multi-omic studies have deeply characterized the complex and dynamic TME, revealing the direct effects of immune cell phenotypes on tumor growth and treatment responses. Both immunohistochemical (IHC) and transcriptomic analyses have identified T-cell and macrophage infiltrates in primary GC TME [9,10,11]. IHC staining to identify macrophages of either the inflammatory M1 or immunosuppressive M2 type have shown improved OS in patients whose tumors have a lower CD68^+^ cell population, [12] and CD45^+^CD68^+^ infiltration was higher in GC patients with peritoneal metastases (PM) [13]. Furthermore, tumor growth in a murine xenograft model was greater when GC cells were co-inoculated with M2 macrophages [13]. A meta-analysis of studies from Asia and Europe investigating tumor-associated macrophages (TAMs) in GC showed no correlation between CD68^+^ cell density and patient OS. However, the included studies with various definitions of M2 macrophages showed that a greater infiltration of M2 TAMs was associated with poorer patient OS [14]. A higher IL-6 and elevated CD163^+^ population were associated with worse disease-free survival (DFS), disease-specific survival (DSS) [15], or higher-stage disease [16]. However, the macrophage phenotype does not exist in a dichotomy of distinct M1 or M2 states. Rather, macrophages exist along a dynamic polarizing spectrum that exhibits plasticity from one phenotype to another [17,18]. TAMs also demonstrate mixed phenotypes that are difficult to classify as distinctly M1 or M2 due to exposure to multiple types of stimuli in the TME [19], and single markers such as IHC-based CD163 alone are not reliable M2 macrophage markers [20]. This diversity in TAM and macrophage polarization has necessitated a more accurate description of macrophage capacity using a combination of markers [21].

IHC staining has shown a correlation between certain M2 macrophage protein markers and survival. However, due to the differing phenotypic states of macrophages, it is not clear if the functional state of macrophages on a transcriptional level in the TME is associated with survival. In addition, the correlation of immunosuppressive macrophages in the peritoneum TME with survival is not known. We aimed to determine whether a highly immunosuppressive phenotype of M2 macrophages in primary tumors was associated with survival and to further characterize the role of this macrophage phenotype in the peritoneum. From whole genome expression profiles of macrophages and T-cells of peripheral blood of healthy donors, we selected three gene panels representing proinflammatory M1 macrophages, severely immunosuppressive M2 macrophages, or cytolytic T-cells. We determined the clinical relevance of these transcriptional signatures for each cell type in primary tumors and peritoneal fluid from GC patients.

## 2. Results

### 2.1. Derivation of the Immune Cell Subset-Specific Gene Panels as Transcriptomic Signatures of GC Outcomes

A group of macrophage-associated genes representing a spectrum of polarized M1 and M2 immune states was previously identified in peripheral blood monocytes of healthy donors [22]. We selected genes with the highest and lowest differential expression of M1/M2 ratio of macrophage polarization and defined them as the gene panels for M1-specific or M2-specific transcriptional signatures, respectively. To diversify the function of genes included in the panels, we selected the top 2–3 differentially expressed genes from each category of membrane receptors, cytokines and chemokines, solute carriers, enzymes, extracellular mediators, and DNA-binding factors if the ratio of M1/M2 differential expression (or vice versa) was greater than 10-fold. *CCR7*, *IL2RA*, *CXCL11*, *CCL19*, *CXCL10*, *PLA1A*, and *PTX3* genes were selected to define the M1 transcriptomic signature (M1_TS_), whereas *MRC1*, *MS4A4A*, *CD36*, *CCL13*, *CCL18*, *CCL23*, *SLC38A6*, *FGL2*, *FN1*, and *MAF* genes were used as the M2 transcriptomic signature (M2_TS_). The literature was reviewed for independent studies in which genes identified for each signature were investigated to confirm the functional significance of each gene in macrophages. We confirmed the functional or phenotypic association of each selected gene in the signature in independent studies. In M1_TS_, each of the genes was associated with inflammatory or anti-tumoral functions of macrophages in local TMEs (*CCR7* [23,24], *CXCL11* [23,25], *CCL19* [26,27], *CXCL10* [23,25], *PLA1A* [25], *PTX3* [25,28]). For M2_TS_, additional studies in primary or metastatic tumors similarly were consistent with immunosuppressive or pro-tumoral functions (*MRC1* [23,29,30], *MS4A4A* [31,32], *CD36* [23,33,34], *CCL13* [35], *CCL18* [29,36,37], *CCL23* [38,39], *SLC38A6*, *FGL2* [40,41], *FN1* [42,43], *MAF* [30]). We also used granzyme and perforin-associated genes, *GZMA*, *GZMB*, *GZMH*, *GZMM*, and *PRF1*, to define a gene signature representing a highly active cytolytic T-lymphocyte (CTL_TS_) population involved in T-cell mediated antitumor immunity.

### 2.2. Highly Immunosuppressive M2_TS_ Is Associated with Negative Prognostic Clinical Factors

We analyzed 341 primary GC samples in the TCGA stomach cancer database. We observed that high M2_TS_ expression levels were significantly associated with known negative prognostic factors, such as histological classifications of signet ring cell (SRC), diffuse, and mucinous type gastric adenocarcinoma in the TCGA stomach cancer cohort (*p* < 0.001, Figure 1A). Conversely, intestinal type gastric adenocarcinoma (intestinal tubular, papillary, and not otherwise specified (NOS) type) was associated with lower M2_TS_ expression levels. A similar pattern was seen for M1_TS_, where intestinal type histology appeared to have lower M1_TS_ expression levels than SRC, mucinous, and diffuse types (*p* < 0.001, Supplementary Figure S1A). Higher levels of CTL_TS_ expression were associated with diffuse and SRC gastric adenocarcinoma. In comparison, intestinal and mucinous types had lower CTL_TS_ expression (*p* = 0.01, Supplementary Figure S1A). Regardless of histologic subtype, however, all primary gastric tumors had relatively high M2_TS_ expression compared to M1 and CTL_TS_ (Figure 1B).

To evaluate immune signatures and their association with the patient’s GC stage, we defined early GC (EGC) as pathologic stage I and advanced GC (AGC) as pathologic stage II and III based on the 8th edition GC TNM-staging guidelines. We found that lower M2_TS_ expression levels were significantly associated with EGC, whereas AGC had significantly higher M2_TS_ expression (*p* = 0.02, Figure 1C). Higher M1_TS_ expression was also associated with later stages (*p* = 0.002, Supplementary Figure S1B). No significant difference was observed of CTL_TS_ expression in early versus late stages (*p* = 0.06, Supplementary Figure S1B).

### 2.3. High M2_TS_ Expression in Primary GC Is Associated with Poor Survival

Because higher M2_TS_ expression was associated with diffuse type and SRC histology and higher pathologic stages, we evaluated whether M2_TS_ expression was related to patient outcomes. We found that the lowest quartile of M2_TS_ expression was significantly associated with better 5-year OS (*p* = 0.03) and DFI (*p* = 0.05) compared to the highest quartile of M2_TS_ expression (Figure 2). We found no significant association of OS or DFI with M1_TS_ expression and CTL_TS_ expression (Figure 2). Additionally, we found no significant association of OS or DFI with either *CD68* or *CD163* expression alone, nor a significant association of OS or DFI with a combined expression of all signatures (Supplementary Figure S2).

### 2.4. Single-Cell RNA Sequencing Demonstrates Different Populations of M2 Macrophage Polarization

We used scRNA-seq to determine M2_TS_ expression levels of each immune cell in the peritoneal fluid (washings or ascites) from prospectively collected samples. 

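Macrophages and monocytes were the most common cells over all libraries together, though not in each sample. Of 139314 cells from 28 libraries, 1 per patient, 54.6% lay in 12 clusters that carried macrophage or monocyte markers, and 21.1% lay in T/NK-like clusters. Averaged over samples, macrophage/monocyte-like cells were 57.1 ± 20.5% of the clustered cells in ascites (SD, n = 15) and 55.2 ± 17.9% in washings (n = 13). Epithelial-like clusters held 6.44% of the cells, conventional dendritic-like clusters 4.83%, mesothelial/fibroblast-like clusters 3.37% and B-like cells 1.87%. A further 4.22% stayed without a name, and 3.55% had fewer than 200 genes and were not clustered. Cells with at least 1 UMI of *CD68*, a general macrophage marker, and 1 of *CD163*, a scavenger receptor of M2 macrophages, made up 34.6% of all cells (48249), with 314 to 4156 such *CD68*+*CD163*+ cells in a sample (median 1740).

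The sample labels divide the libraries into 15 of malignant ascites, the fluid that gathers in the abdomen, and 13 of peritoneal washing, the fluid recovered after rinsing it. In the droplet assay, a barcode marks each cell and a unique molecular identifier (UMI) each RNA molecule, so that a count is a number of molecules and not of reads. The deposited counts are UMIs per gene and cell and, according to the submitters' processing notes, were made by the authors with Cell Ranger 3.1 on the human genome build hg38. Ascites libraries held 3472 to 8157 cells (median 5383) and 11347917 to 56795757 UMIs (median 24675551). Washing libraries held 1432 to 8990 cells (median 4178) and 4460971 to 31429093 UMIs (median 14850676). The median cell of a library had 1154 to 7724 UMIs in ascites and 550 to 4702 UMIs in washings. All values use these UMIs, whereas the methods of the paper give the depth in reads per cell. A cell needs more UMIs to show both genes, so the *CD68*+*CD163*+ class leans towards deeper cells.

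M2_TS_ of a cell is the sum of its 10 genes in counts per 10000 UMIs (CP10K), and M2_TS_ of a sample is the mean over its *CD68*+*CD163*+ cells. Samples were the replicates, not cells. Clusters were formed without the signature genes, *CD68* and *CD163*. The cell barcodes fell into 2 families that share few sequences: between libraries of 1 family the overlap of the first 8 of 16 bases (Jaccard index) was 0.217 to 0.909, and between families it was 0.0601 to 0.130. The larger family held 13 ascites and 9 washing libraries, and the smaller 2 ascites and 4 washing libraries. Fluids were therefore also compared within the larger family.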

We confirmed that the M2_TS_ signature was primarily expressed in cells defined as M2 macrophages using *CD68* and *CD163* expression (Figure 3A). 

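M2_TS_ was higher in *CD68*+*CD163*+ cells than in the other cells of the same sample in 28 of 28 samples. Its mean was 41.1 ± 16.0 CP10K in *CD68*+*CD163*+ cells and 14.6 ± 10.6 CP10K in all other cells (SD, n = 28 samples). Among the other cells it was 29.3 ± 14.0 CP10K in *CD68*-*CD163*+ cells, 20.9 ± 13.7 CP10K in *CD68*+*CD163*- cells and 8.89 ± 8.12 CP10K in cells with neither gene. By cluster, M2_TS_ was 38.3 ± 13.7 CP10K in macrophage/monocyte-like cells (n = 28), 15.5 ± 9.31 in mesothelial/fibroblast-like cells (n = 19), 25.0 ± 13.2 in cells of unnamed clusters (n = 26), 12.0 ± 5.27 in conventional dendritic-like cells (n = 28), 3.35 ± 2.80 in T/NK-like cells (n = 28) and 2.90 ± 2.59 in epithelial-like cells (n = 19). *CD68*+*CD163*+ cells held a median of 80.6% of the M2_TS_ UMIs of a sample (21.7 to 91.3%) and a median of 56.0% of all its UMIs.

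The other signatures were distributed differently. M1_TS_ was 1.05 ± 2.21 CP10K in *CD68*+*CD163*+ cells and 1.11 ± 0.759 CP10K in the others (two-sided sign-flip permutation test, p = 0.86), and it was higher in *CD68*+*CD163*+ cells in 8 of 28 samples. Samples at 9.55 and 7.78 CP10K raised the mean of the *CD68*+*CD163*+ cells, and the next highest lay at 2.56 CP10K. The largest part of M1_TS_ was *CXCL10* in these cells (0.841 CP10K) and *CCR7* in the others (0.542 CP10K). CTL_TS_, made of granzyme and perforin genes of cytolytic T and NK cells, was 0.383 ± 0.381 CP10K in *CD68*+*CD163*+ cells and 9.41 ± 7.48 CP10K in the others, lower in 28 of 28 samples (p = 1e-05 by the same test, the smallest the permutations can give). The difference in M2_TS_ was 26.5 ± 11.8 CP10K against all other cells and 20.2 ± 10.4 CP10K against *CD68*+*CD163*- cells, the latter positive in 27 of 28 samples (p = 1e-05 for both by the same test). With every cell thinned to 2000 UMIs, which left out 6120 *CD68*+*CD163*+ and 53945 other cells, the classes were set again on the thinned counts (27792 *CD68*+*CD163*+ and 51457 other cells), so cells that lost their UMIs of either gene moved to another class. The M2_TS_ means were then 43.9 CP10K against 21.6 CP10K in all others and 29.1 CP10K in *CD68*+*CD163*- cells (p = 1e-05 for both), and *CD68*+*CD163*+ cells held a median of 55.0% of the M2_TS_ UMIs and of 30.9% of all UMIs.

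**Figure D1:**
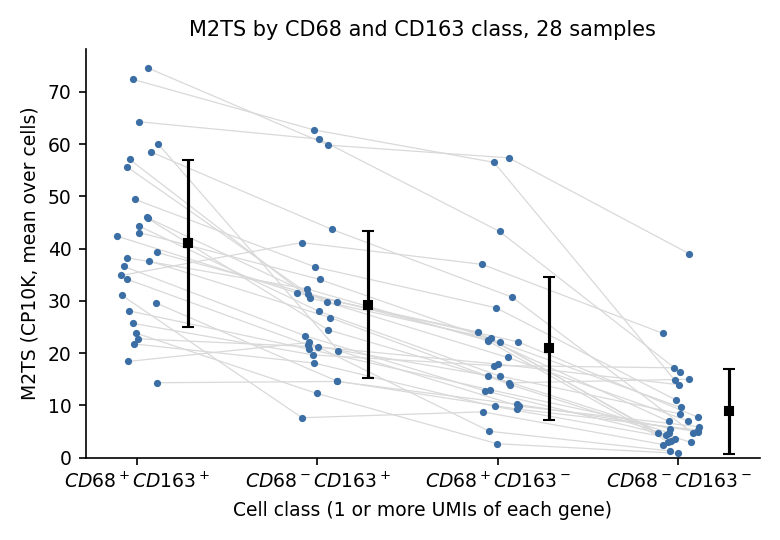
M2_TS_ (CP10K, mean over the cells of a class) by class of *CD68* and *CD163* detection. Each point is 1 of 28 samples, grey lines join the classes of a sample, and squares with bars give mean and SD: the means run from 41.1 CP10K in *CD68*+*CD163*+ cells to 8.89 CP10K in cells with neither gene.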

When plotting M2_TS_ expression in each cell per sample, clusters of the signature gene panel expression levels were seen representing M2 cell subtypes with similar transcription of immunosuppressive genes. 

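The *CD68*+*CD163*+ cells fell into macrophage/monocyte-like clusters that differed in M2_TS_. A cluster led by *TIMD4*, a receptor for dying cells on resident macrophages of the peritoneum, lay 14.4 ± 10.8 CP10K above the mean of the clusters of its sample (SD, n = 23 samples, above in 22). A cluster led by *NUPR1* and *GPX3* lay 12.9 ± 11.5 CP10K above it (n = 17, above in 15), and a cluster with *LYVE1*, *FOLR2*, *PLTP* and *APOE*, genes of resident and lipid-handling macrophages, lay 12.0 ± 10.8 CP10K above it (n = 15, above in 13). The lowest deviation among the 9 clusters compared, -12.9 ± 8.21 CP10K (n = 25, above in 1), was that of a cluster led by *CX3CR1*, *CD36* and *FCN1*, which mark monocytes and cells newly derived from them. Proliferating cells with *TOP2A* and *MKI67* lay at -9.23 CP10K (n = 17, above in 2).

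Each of these deviations passed a two-sided sign-flip permutation test (Benjamini-Hochberg adjusted p = 4.5e-05 for the *TIMD4* cluster, 0.00045 for the *NUPR1* cluster, 0.00072 for the *LYVE1* cluster, 4.5e-05 for the *CX3CR1* cluster and 0.0027 for the proliferating cluster). A cluster led by *GABARAP* and *CSTA* (-7.02 CP10K, n = 15, above in 3, adjusted p = 0.019) and a cluster led by *FMN1* and *SLC11A1* (-7.70 CP10K, n = 14, above in 3, adjusted p = 0.019) passed as well. The latter had a median of 51.0% mitochondrial UMIs, which CP10K counts in the total. Its negative deviation can therefore come from this scaling, and M2_TS_ was not computed without mitochondrial UMIs. Clusters led by *CCL4L2* and *CXCL8* (1.89 CP10K, n = 10, adjusted p = 0.64) and by *EREG* and *VCAN* (-3.70 CP10K, n = 15, adjusted p = 0.17) did not pass. Over all 9 clusters, exchanging the cluster labels within samples gave p = 0.0001, the smallest that 10000 permutations can give. Clusters and samples entered with at least 20 *CD68*+*CD163*+ cells of that cluster in the sample, and clusters with at least 10 such samples.

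*FN1*, which encodes the matrix glycoprotein fibronectin, made up most of the deviation of several clusters. It alone deviated by 13.8 ± 11.0 CP10K in the *TIMD4* cluster (adjusted p = 9.0e-05) and by -13.8 ± 8.62 CP10K in the *CX3CR1* cluster (adjusted p = 9.0e-05). For M2_TS_ without *FN1*, an alternative added after these values were seen, the *CX3CR1* cluster lay 0.909 ± 1.46 CP10K above the mean of its sample's clusters (n = 25, above in 20, adjusted p = 0.021), the *TIMD4* cluster 0.626 ± 1.13 CP10K above (n = 23, above in 17, adjusted p = 0.023) and the *NUPR1* cluster at -0.697 ± 1.46 CP10K (n = 17, above in 4, adjusted p = 0.10), all by the same test. The *LYVE1* cluster (1.19 ± 1.69 CP10K, n = 15, above in 9, adjusted p = 0.030) and the proliferating cluster (-1.21 ± 1.15 CP10K, n = 17, above in 2, adjusted p = 0.0047) had the same direction as with *FN1* and passed.

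**Figure D2:**
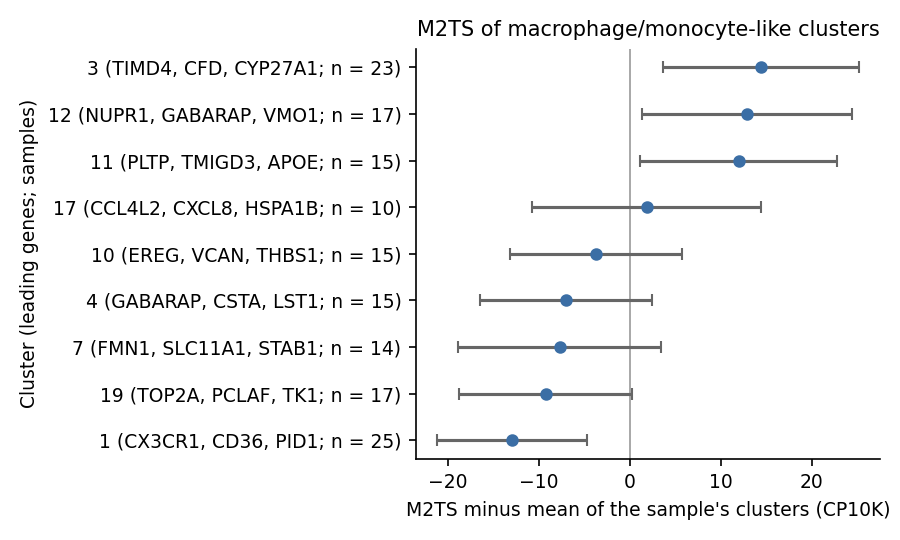
M2_TS_ of *CD68*+*CD163*+ cells in macrophage/monocyte-like clusters, as the difference in CP10K from the mean of the clusters in the same sample. Points are means over samples, bars are SDs, and labels give the cluster number, its leading genes and the number of samples: 3 clusters lie at 12.0 to 14.4 CP10K, and the *CX3CR1* cluster at -12.9 CP10K.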

The expression level of M2_TS_ within *CD68*^+^*CD163*^+^ cells was found to exist across a continuum within each patient’s peritoneal fluid sample, with several samples containing greater numbers of macrophages with high signature expression (Figure 3B). This finding demonstrates heterogeneity of polarization of cells across samples and the diversity of macrophage polarization states across a spectrum of M2 immunosuppressive transcriptional gene expression. 

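Within samples, *CD68*+*CD163*+ cells covered a wide range of M2_TS_. Averaged over samples, 10% of the cells lay below 7.90 CP10K, the lower quartile was 15.7 CP10K, the median 30.7 ± 14.7 CP10K (SD, n = 28), the upper quartile 56.0 CP10K and the highest 10% began at 87.6 CP10K. The start of that highest 10% ran from 28.0 to 149 CP10K between samples. Cells at or above the 39.23 CP10K that the paper uses to divide samples made up 36.8 ± 18.0% of the *CD68*+*CD163*+ cells, from 3.78 to 71.8%, or 30 to 2055 cells per sample (median 561.5). Cells with no M2_TS_ UMI made up 2.79 ± 3.13%.

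The spread exceeded counting noise. With each cell thinned to 2000 UMIs (42129 cells), the variance of the M2_TS_ UMI count was 6.77 ± 2.08 times its mean (SD, n = 28 samples), where counting noise alone gives 1, and the ratio was above 1 in 28 of 28 samples. The ratio depends on the depth and on *FN1*: it was 3.94 ± 1.06 at 1000 UMIs per cell and 1.43 ± 0.260 without *FN1*, the latter above 1 in 27 of 28 samples.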

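Most of the variation in M2_TS_ between *CD68*+*CD163*+ cells lay between cells of the same sample and cluster. Of the variance of the thinned counts over all *CD68*+*CD163*+ cells, 10.4% lay between samples, 11.8% between clusters within samples, and 65.3% within clusters beyond counting noise, with 12.4% left to counting noise. From the continuum within samples and the differing numbers of macrophages with high signature expression, the paper concludes that macrophage polarization is heterogeneous across samples and spans a spectrum of M2 states (Figure 3B).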

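The mean M2_TS_ of the *CD68*+*CD163*+ cells ran from 14.3 to 74.6 CP10K between samples, with a median of 38.8 CP10K. *FN1* made up most of it. Its level was 30.1 ± 15.4 CP10K (SD, n = 28), which is 69.4 ± 13.5% of the M2_TS_ UMIs, and it was the most abundant of the 10 genes in 28 of 28 samples. The other 9 genes together came to 11.0 ± 2.42 CP10K. *MS4A4A*, a membrane protein of M2 macrophages, was at 2.75 ± 0.932 CP10K, *FGL2* at 2.38 ± 1.12, the scavenger receptor gene *CD36* at 1.97 ± 1.20, the transcription factor gene *MAF* at 1.86 ± 0.788 and the mannose receptor gene *MRC1* at 1.37 ± 0.683. *SLC38A6* was at 0.347 ± 0.0870 CP10K and the chemokine genes *CCL18*, *CCL23* and *CCL13* at 0.194 ± 0.155, 0.0874 ± 0.0680 and 0.0262 ± 0.0401 CP10K. *FN1* carried 95.3% of the variance of M2_TS_ between samples.

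With the cutoff of 39.23 CP10K given in the methods, 14 samples were at or above it and 14 below. The values ran through the cutoff without a gap, with 2 samples within 1 CP10K of it and 7 within 5 CP10K, and the 95% interval from resampling the cells of a sample included the cutoff in 2 samples. The number of samples at or above the cutoff was 8 with the median over cells in place of the mean. M2_TS_ was 44.1 ± 15.5 CP10K in the larger barcode family (n = 22) and 30.0 ± 13.6 CP10K in the smaller (n = 6), where 1 sample was at or above the cutoff (two-sided permutation test, p = 0.053). Across all samples M2_TS_ had a Pearson's r of -0.22 (p = 0.25) and a Spearman's rho of -0.11 (p = 0.58) with the median UMIs of the *CD68*+*CD163*+ cells, and r was -0.017 without the 2 samples farthest from the median depth (permutation tests). Within the larger family r was -0.42 (p = 0.049, rho = -0.26, p = 0.25), and -0.21 without its 2 farthest samples. In washings r was -0.51 (p = 0.070, n = 13) and -0.68 without the 2 farthest samples, and in ascites 0.22 (p = 0.42, n = 15) and 0.43 without them. Of the 16 relations of M2_TS_ with depth, mitochondrial share and share of *CD68*+*CD163*+ cells, the smallest Benjamini-Hochberg adjusted p was 0.345.

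**Figure D3:**
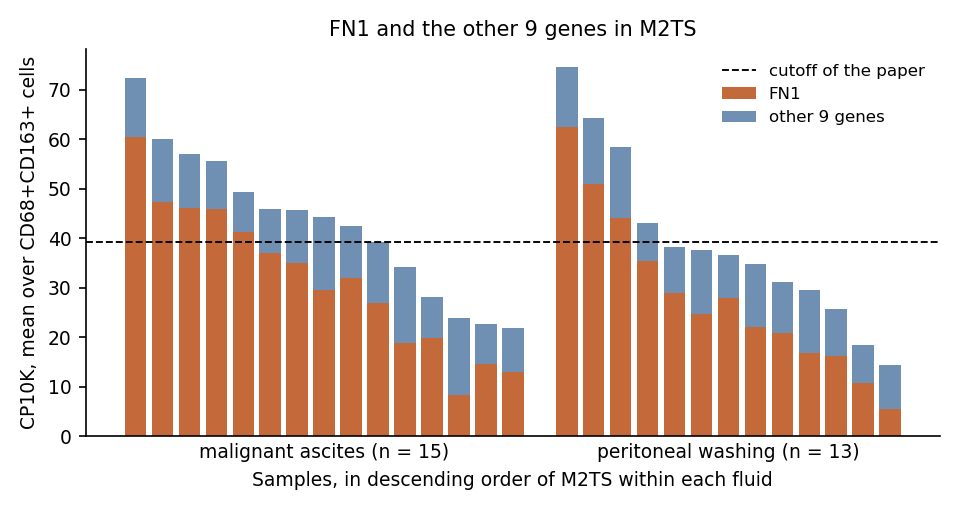
M2_TS_ per sample (CP10K, mean over *CD68*+*CD163*+ cells) as stacked bars of *FN1* and of the other 9 genes, in descending order within malignant ascites (n = 15) and peritoneal washing (n = 13), with the 39.23 CP10K cutoff as a dashed line. The *FN1* part varies from 5.50 to 62.4 CP10K, and the other 9 genes have an SD of 2.42 CP10K.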

Of the 28 patients, scRNA-seq identified 15 patients with high M2_TS_ expression and 13 with low M2_TS_ expression (Figure 3C).

The GC peritoneal fluid cohort included ethnically diverse patients with heterogeneous primary tumors with and without cytology-positive disease or peritoneal carcinomatosis. Table 1 shows patient demographics, including age, gender, ethnicity, and tumor characteristics, such as histology, molecular features, and TNM stage. No clinical patient- or tumor-specific factors were associated with M2_TS_ expression.

### 2.5. M2_TS_ in Peritoneal Macrophages Is Associated with OS in GC Patients

Finally, we found that M2_TS_ expression levels in the peritoneal fluid were associated with OS of GC patients. Within *CD68*^+^*CD163*^+^ cells, samples with high M2_TS_ expression had poorer OS than patients with low M2_TS_ expression in their peritoneal fluid. Median OS was 4.5 months for M2_TS_ high expressors and 26.5 months for low expressors (Figure 3D, hazard ratio (HR) 3.14, 95% confidence interval (CI) 1.17–8.46, *p* = 0.018). Univariate analysis using both patient and tumor-specific factors to evaluate correlations with survival showed that high M2_TS_ expression was associated with worse survival (Table 2, HR 3.14, 95% CI 1.17–8.46, *p* = 0.024).

Multivariate analysis, including clinical predictors of worse survival in our cohort, showed that high M2_TS_ expression remained independently predictive of worse survival (Table 3, HR 6.58, 95% CI 1.68–25.79, *p* = 0.007) after adjusting for other factors. As expected, stage IV was also predictive of worse survival.

## 3. Discussion

Here, we demonstrate the clinical significance of a distinct immunosuppressive macrophage signature, M2_TS_ (*MRC1*, *MS4A4A*, *CD36*, *CCL13*, *CCL18*, *CCL23*, *SLC38A6*, *FGL2*, *FN1*, *MAF*) in GC patients. Our unique M2_TS_ was derived from the blood of healthy donors and validated as a biomarker in primary and metastatic gastric tumors as a predictor of poor survival. We showed that high M2_TS_ expression in primary GC from the TCGA stomach cancer cohort is associated with negative prognostic clinicopathologic factors in GC. We further validated its prognostic significance as a biomarker predictive of poor survival across stages in a prospectively collected independent cohort of peritoneal fluid from GC patients. These results strongly suggest that M2_TS_-expressing macrophages represent a highly immunosuppressive phenotype associated with more aggressive tumor biology and higher stages (Figure 1). Further, this transcriptional signature was also associated with survival in the primary GC cohort from TCGA. Elevated expression of the immunosuppressive M2-macrophage signature was independently predictive of survival for patients with GC. Previous studies using few surface markers [12,13,14,15] to define macrophages as M1 versus M2 are limited by the potential for a spectrum of functional polarization in immunosuppressive or inflammatory capability. Our findings highlight the biological and functional importance of the combination of genes for membrane receptors (*MRC1*, *MS4A4A*, *CD36*), cytokines and chemokines (*CCL13*, *CCL18*, *CCL23*), solute carriers (*SLC38A6*), extracellular mediators (*FGL2*, *FN1*), and DNA binding factors (*MAF*) that make up the M2_TS_ which are highly differentially expressed in M2-specific macrophages and highlight the importance of macrophage function in both the primary GC and peritoneal microenvironments.

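The signature genes of every category were higher in *CD68*+*CD163*+ cells than in the remaining cells of the same samples. Among the membrane receptor genes, *MS4A4A* had a log2 fold change of 2.28 (SE 0.23, adjusted p = 2.0e-10, higher in 28 of 28 samples), *CD36* one of 1.68 (SE 0.23, adjusted p = 1.8e-07) and *MRC1* one of 1.28 (SE 0.19, adjusted p = 7.1e-07). The chemokine genes *CCL18* and *CCL23* had log2 fold changes of 2.68 (SE 0.32) and 2.17 (SE 0.24), and the amino acid transporter gene *SLC38A6* one of 1.21 (SE 0.11). Of the extracellular mediators, *FN1* rose by 2.12 on the log2 scale (SE 0.23, adjusted p = 2.1e-09, higher in 27 of 28) and *FGL2* by 0.83 (SE 0.20, adjusted p = 0.00062, higher in 21 of 28). *MAF* had a log2 fold change of 0.78 (SE 0.22, adjusted p = 0.0024). *CCL13* had too few UMIs to be tested. Of the 9 genes tested, 9 rose, and 9 rose when adjusted over the list alone (camera adjusted p = 0.00011 for the list, and adjusted p = 0.256 with an estimated correlation). General macrophage markers rose in the same comparison in 10 of 10 (median log2 fold change 2.34), while 8 of 8 T cell markers (median -3.97) and 10 of 10 epithelial markers fell.

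Within *CD68*+ cells, the comparison of *CD68*+*CD163*+ with *CD68*+*CD163*- cells, 8 of the 9 tested genes rose, also 8 when adjusted over the list alone (camera adjusted p = 0.00012, and adjusted p = 0.252 with an estimated correlation). *CCL18* had a log2 fold change of 2.09, but 0.36 (adjusted p = 0.13) with every cell thinned to 2000 UMIs and 0.98 (adjusted p = 0.11) without the block on samples, neither of which passed. *FN1* had 1.88 (SE 0.24, adjusted p = 6.9e-08, higher in 27 of 28), *MS4A4A* 1.66 (SE 0.21, adjusted p = 4.9e-08, higher in 28 of 28) and *CCL23* 1.66. *CD36* had 1.39, *SLC38A6* 1.13, *MAF* 0.98 and *MRC1* 0.75 (SE 0.20, adjusted p = 0.0022). *FGL2* had 0.30 (SE 0.21, adjusted p = 0.23) and was higher in 14 of 28 samples. Genes of immune checkpoints and suppressive factors outside the signature moved as well. *IL10*, the gene of an anti-inflammatory cytokine, rose by 1.45, the inhibitory receptor genes *HAVCR2* (TIM-3) and *LILRB4* rose by 1.20 and 1.09, and *IDO1*, an enzyme of tryptophan breakdown, had a log2 fold change of -2.15. Of 8 such genes tested, 6 rose and 1 fell, with the same numbers when adjusted over the list alone (camera adjusted p = 0.0498, and adjusted p = 0.496 with an estimated correlation). In the same comparison the 9 mitochondrial genes had a median log2 fold change of -0.36, and 9 of 9 epithelial marker genes fell, with a median of -2.91. General macrophage markers rose in 10 of 10 (median 1.98). Markers of conventional dendritic cells fell in 4 of 5 (median -2.27) and those of T cells in 8 of 8 (median -1.59). The classes thus differ in the cell types they hold, and changes within macrophages were not separated from this difference.

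In *CD68*+*CD163*+ cells *FN1* was detected in 75.1% of cells, *MS4A4A* in 59.7%, *FGL2* in 54.6%, *MAF* in 47.1%, *CD36* in 39.7%, *MRC1* in 35.4%, *SLC38A6* in 16.3%, *CCL18* in 4.05% and *CCL23* in 3.95% (median 5501.5 UMIs per cell). In T/NK-like cells (median 1277 UMIs) the shares were 13.1% for *FN1*, 13.0% for *MAF* and 0.0307 to 2.87% for the other 8 genes. On GRCh38 (GENCODE 29), *MRC1* lies on chromosome 10 from 17809344 to 17911170, *MS4A4A* on chromosome 11 from 60185702 to 60317944 and *CD36* on chromosome 7 from 80369575 to 80679277. *CCL13* (34356452 to 34358610), *CCL18* (36064280 to 36072032) and *CCL23* (36013056 to 36017968) lie on chromosome 17. *SLC38A6* lies on chromosome 14 from 60981114 to 61083733, *FGL2* on chromosome 7 from 77193371 to 77199848, *FN1* on chromosome 2 from 215360440 to 215436172 and *MAF* on chromosome 16 from 79585843 to 79600714.

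UMIs were summed per sample and class and tested with edgeR's quasi-likelihood test with the sample as a block. Against all other cells, 3922 of 12145 genes were higher and 4590 lower at a Benjamini-Hochberg adjusted p under 0.05, or 3416 and 5428 with DESeq2 and 3201 and 5534 with upper-quartile scaling. Against *CD68*+*CD163*- cells, 3080 of 11119 were higher and 3207 lower, or 2510 higher and 4130 lower with DESeq2. With every cell thinned to 2000 UMIs the first comparison called 5443 genes and the second 2504, and in the second *FGL2* was lower in *CD68*+*CD163*+ cells (log2 fold change -0.24, adjusted p = 0.00076). Without the block the second called 4113 genes, and *MRC1* (0.59, adjusted p = 0.056) no longer passed.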

The M2_TS_ assessment in the TCGA stomach cancer cohort provides significant insights into the immune states of the four genomically stable (GS) molecular subtypes of GC [44] that can predict survival and response to therapy [45]. Diffuse type GC is predominately categorized in the GS molecular subtype. GS diffuse type of GC with SRC features has a higher risk of peritoneal recurrence after curative therapy and is relatively resistant to immunotherapy. RNA transcriptional data from the TCGA stomach cancer dataset show that our M2_TS_ is identifiable in 341 entries of primary GC, and high M2_TS_ expression is associated with diffuse type GC. These results add to the current knowledge of the absence of immunogenicity in diffuse phenotypes of GS tumors. M1 and cytolytic T-cell gene signatures were also more likely to be present in diffuse type and SRC GC compared to other histologic types (Supplementary Figure S1). While it is difficult to discern the molecular drivers of poor outcomes by looking at one time point of transcriptomic immune activity, overall, our findings suggest a potentially more immunologically active milieu in diffuse and SRC GC compared to intestinal GC. However, comparing the expressions of each immune subset gene signatures within various primary histologies demonstrates that M2_TS_ is the most highly expressed of the immune signatures (Figure 1B). Moreover, only M2_TS_ was significantly associated with OS, while M1_TS_ and CTL_TS_ were not (Figure 2). Therefore, the immune milieu of GC appears polarized in a M2_TS_-dominant state that drives the overall condition of the TME.

The association of M2_TS_ with diffuse type and the poor prognosis associated with high M2_TS_ expression in peritoneal fluid are consistent with the current understanding of GCPM, which is the leading cause of therapeutic failure and death. Our prospectively collected peritoneal fluid samples included a heterogenous GC patient population who was both naïve to treatment or received multiple lines of systemic therapy and had either the presence or absence of gross peritoneal tumors, malignant ascites, occult peritoneal cytology positive disease, or fluid cytology negative for malignant cells. Using scRNA-seq analyses of immune transcriptomic signatures, we identified patients with high or low expression of M2_TS,_ including multiple subsets of macrophages expressing varying M2_TS_. We then validated high M2_TS_ expression in the peritoneal fluid to be associated with poorer OS than patients with lower expression levels (Figure 3). Through univariate analysis, we verified that high M2_TS_ expression is significantly associated with an increased mortality risk (Table 2). Multivariate analysis, including the stage, history of curative resection, tumor differentiation, and microsatellite status, identified M2_TS_ as an independent factor of worse survival (Table 3). These findings highlight the negative impact of a severely immunosuppressive M2 transcriptional state in the peritoneum with regards to disease progression and patient death.

Studies have shown that TAM infiltration in primary GC, defined by IHC staining of single markers such as CD68, is associated with worse survival, possibly by increasing invasiveness via β-catenin [46]. TAMs, defined as CD163^+^ cells in the tumor stroma and at the margin, were associated with worse survival. These TAMs expressed elevated levels of CXCL12 [47], a chemokine found in immunosuppressive microenvironments [48], suggesting an immunosuppressive function of macrophages. IHC staining has demonstrated an association of TAMs with survival in GC [12,13,14]. However, each of these studies has used 1–2 surface staining markers such as either CD68 or CD163 to define M2 macrophages and therefore do not describe the functional or specific phenotype of TAMs. The use of these markers to define M2 macrophages is nonspecific as there are multiple subtypes of M2 macrophages that are CD68^+^ or CD163^+^ with varying immunosuppressive capacity [49]. Conversely, M2_TS_, a measure of transcriptional expression using genes from multiple functional categories, better describes the functional status of M2 immunosuppressive macrophages. The finding of *CD68*^+^*CD163*^+^ macrophages from our peritoneal sample cohort with a wide range of M2_TS_ expression (Figure 3B) is consistent with a continuum or spectrum of macrophage polarization, with M2_TS_ high cells representing a highly immunosuppressive polarized subset of *CD68*^+^*CD163*^+^ macrophages. 

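Among the 9 macrophage/monocyte-like clusters with at least 10 samples, those with the highest and the lowest M2_TS_ did not differ in the same direction in all signature genes. They were chosen by their M2_TS_ in these samples, so the differences in M2_TS_ and in *FN1*, its largest part, follow from the choice. In the 22 samples that held both, M2_TS_ was 60.2 ± 20.3 CP10K in the cluster led by *TIMD4* and 31.1 ± 9.84 CP10K in the cluster led by *CX3CR1* (SD), and *FN1* was at 48.4 ± 20.5 against 18.7 ± 9.48 CP10K. *MAF* was at 2.70 ± 1.21 against 1.59 ± 0.728 CP10K and *CCL23* at 0.119 ± 0.0868 against 0.0291 ± 0.0273, each higher in 22 of 22 samples. *MS4A4A* (3.32 against 2.44 CP10K) and *CCL18* (0.270 against 0.0421 CP10K) were higher in 20 of 22 samples, and *SLC38A6* (0.462 against 0.310 CP10K) in 18 of 22. The direction was opposite in 22 of 22 samples for a pair of genes: *CD36* was at 1.38 ± 0.889 against 3.14 ± 1.47 CP10K and *FGL2* at 2.24 ± 0.727 against 3.65 ± 1.19 CP10K. *MRC1* was at 1.30 against 1.23 CP10K (p = 0.52).

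Apart from *FN1* and *MRC1*, the adjusted p of the signature genes was at most 0.015, the value of *CCL13* (0.0205 against 0.00443 CP10K, higher in 12 and lower in 4 samples, by a sign-flip permutation test with Benjamini-Hochberg adjustment over these genes, *CD68* and *CD163*). Without *FN1*, M2_TS_ was 11.8 ± 2.46 CP10K in the *TIMD4* cluster and 12.4 ± 2.80 CP10K in the *CX3CR1* cluster, a difference of -0.633 ± 1.65 CP10K (higher in 9 of 22 samples, p = 0.086 by the same test).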

In our study, expression of single genes *CD68* or *CD163* was also not associated with survival (Supplementary Figure S2). However, combining markers to define polarization of macrophages is likely an improved way to delineate the most immunosuppressive M2 macrophages [21], and M2_TS_ combination of genes was predictive, while the single TAM genes, likely representing a range of functionally diverse macrophages, were not.

In a previous single-cell transcriptional characterization of GCPM, more M2 macrophages were found in tumors defined as ‘gastric dominant’ versus ‘GI mixed’, and the ‘gastric dominant’ tumors had worse survival [50]. Another multiplex profiling of PM from GC [51] demonstrated a lower relative fraction of monocytes in diffuse GC compared to intestinal and lower monocyte fraction in SRC compared to NOS samples. These findings suggest that monocyte or macrophage functional polarization and phenotype, rather than total population number or fractional proportion, are the primary driver of the immune microenvironment. The study also described ascites samples characterized as a ‘mesenchymal-like’ phenotype with elevated TIM-3 expression and a higher fraction of cytolytic lymphocytes compared to ‘epithelial-like’ phenotypes; the ‘mesenchymal-like’ phenotype had a greater incidence of non-response to chemotherapy. This higher level of TIM-3 checkpoint expression, despite the presence of cytolytic lymphocytes, suggests an immunosuppressive driver in patients with a poor prognosis, given the lack of response to chemotherapy. These studies are, therefore, overall consistent with our findings of the association of immunosuppressive macrophage transcriptional expression with survival, although we have more directly demonstrated this association both in primary GC and peritoneal samples.

One limitation of our study is some incomplete clinical data regarding the PD-L1 and microsatellite status of some patients, as these were not routinely tested on every patient during the collection period. Another limitation is that it is challenging to discern molecular drivers of poor outcomes by looking at a single time point of transcriptomic immune activity. Our results suggest a potentially more immunologically active milieu in diffuse and SRC GC than intestinal GC, given the elevation of each signature level. However, they also indicate that an M2_TS_ dominant state, not consisting of the amount of infiltrating immune cells but rather the transcriptomic status of immune cells, affects OS of GC patients. An additional limitation is the inability to determine whether these tumor and histological classifications directly cause the increased immunosuppressive phenotype of the M2 macrophages or vice versa. But the association of the M2-defining macrophage transcriptional signature with these poor prognostic factors is consistent with its prognostic ability of OS and DFI in primary GC. Another study has shown an association of diffuse histology with an immune desert immunophenotype, lacking significant T-cell infiltration within the tumor [10], which would allow for increased immunosuppressive influence from macrophages in tumors with diffuse histology.

Identification of this transcriptional signature provides opportunities to improve prognostic accuracy and guide the design of future interventional trials. Several drugs are currently under preclinical development and early-phase clinical trials that aim to repolarize M2 macrophages to immune-activating M1 macrophages. For example, colony-stimulating factor 1 (CSF1) or CSF1 receptor (CSF1R) blockade has been shown to repolarize M2 to M1 macrophages and increase tumor sensitivity to other immunotherapies [52,53]. Clinically available drugs targeting CSF1 or CSF1R include pexidartinib, which repolarizes M2 macrophages [54] and has demonstrated safety and activity in a phase 3 trial [55] resulting in the first available systemic therapy available for tenosynovial giant cell tumors. Another type of CSF1 therapy, cabiralizumab, has shown safety in combination with other immunotherapies in a phase 1 trial for several cancer types [56]. A different strategy of macrophage polarization targets the C-C motif chemokine ligand 2 (CCL2)/C-C motif chemokine receptor 2 (CCR2) axis with available drugs such as carlumab, which was well tolerated but not effective in a phase 2 trial of efficacy in metastatic castration-resistant prostate cancer [57]. Another novel strategy uses anti-CD47 antibodies that block the “do not eat me” CD47 and signal regulatory protein alpha (SIRPα) interactions that allow for tumor cell evasion of phagocytosis. Clinically available anti-CD47 therapeutic antibodies include Hu5F9-G4, which was safe and tolerated in phase 1 trials in lymphoma [58] and solid tumors [59]. Several clinically available drugs targeting metabolic pathways used in other diseases, including perhexiline and VLX600, have been shown to repolarize M2 to M1 macrophages [60]. Preclinical studies of alternative therapies such as BMS-794833 [61] or mannose receptor (CD206) conformational switching by RP-182 [62] have shown the ability to repolarize macrophages. They can be studied to determine the effects on macrophages and, ultimately, GC patient outcomes.

The M2_TS_ signature can potentially be used as a prognostic biomarker using samples collected during either the biopsy of the primary tumor during endoscopy, or during diagnostic laparoscopy already routinely performed for staging newly diagnosed GC [42], obviating the need for a new procedure or specimen collection. As our prospective cohort included cytology-negative patients, elevation of the M2_TS_ macrophage transcriptional signature in the peritoneal fluid could potentially represent an even more sensitive prognostic indicator of GC outcomes than cytology; future work will compare cytology status with M2_TS_ macrophage signature in prognostic ability. Nonetheless, the addition of M2_TS_ macrophage transcriptional status to other prognostic factors, including stage, histology, and cytology status, may allow for a more accurate overall prediction of disease biology and influence the aggressiveness and modality (for example, chemotherapy versus immunotherapy) of treatment. Future work will evaluate changes and responses in M2_TS_ status after treatment with chemotherapy, immunotherapy, or both. Because the transcriptional signature includes many genes involved in immunosuppressive functions of macrophages, one or a combination of the associated M2_TS_ genes may be suitable for future investigations targeting this subset of macrophages.

In conclusion, our study highlights the clinical significance of a novel M2_TS_ in GC associated with a severely immunosuppressive immune phenotype in the local, regional, and systemic TME. The collection of genes representing immunosuppressive functions of macrophages directly implicates a specific phenotype of macrophages in poor prognosis, compared to previous studies that may include a spectrum of macrophage functions. We propose M2_TS_ as a promising and versatile immune biomarker predictive of GC patient outcomes across TNM stages that can be obtained from specimens already collected during diagnosis and staging of GC. High M2_TS_ expression can be evaluated by next-generation sequencing of biopsy specimens obtained from the primary tumor or transcriptomic evaluation of “liquid biopsies” of blood and peritoneal fluid and enrich novel therapeutic interventions for M2 targets.

## 4. Materials and Methods

### 4.1. The Cancer Genome Atlas (TCGA) Stomach Cancer Dataset Analysis

Gene expression profiles for primary gastric adenocarcinomas were obtained from the TCGA stomach cohort and analyzed using the University of California Santa Cruz (UCSC) Xena visualization web tool (https://xena.ucsc.edu, accessed on 15 August 2021). [63]. We applied filters to the dataset to exclude low sample size (defined as less than five entries), “discrepancy”, or “unknown entries” before analysis.

### 4.2. Prospective Cohort of Peritoneal Samples 

Ascites or peritoneal washing samples were prospectively collected from 28 patients undergoing diagnostic laparoscopy or paracentesis (diagnostic or therapeutic) for biopsy-proven gastric adenocarcinoma (stage I–IV) with or without peritoneal metastases. Inclusion criteria were an age greater than 18 years old and known diagnosis of gastric cancer. The exclusion criterion was the inability to give consent. Gross peritoneal disease was neither considered inclusion nor exclusion criteria. During diagnostic laparoscopy, peritoneal specimens were collected after lavage with ~1000 mL of normal saline with laparoscopic access. For GC patients with peritoneal carcinomatosis and malignant ascites, up to 5 L of the discarded ascites collected during a paracentesis was obtained. The first 80 mL–160 mL of the specimens was sent to pathology for routine cytologic evaluation. The remaining samples were immediately placed on wet ice for single-cell processing. The fluid was spun down, and the cell pellet was collected and resuspended in phosphate-buffered saline (PBS, pH 7.4). The cell count was obtained and prepared for single-cell RNA sequencing (scRNA-seq) using the Chromium Single-Cell 3′ Gene Expression System from 10X Genomics (Pleasanton, CA, USA).

### 4.3. Single-Cell RNA Sequencing

Single cell whole transcriptome profiling of peritoneal cells was performed using the Chromium Single-Cell 3′ Gene Expression system from 10X Genomics. Single cells were resuspended in PBS buffer at 10^6^ cells/mL and loaded onto Chromium chips. Single-cell capturing, barcoding, and cDNA library preparation were performed using the Chromium Single-Cell 3′ Library & Gel Bead Kit v2 (10X Genomics, Pleasanton, CA, USA) per manufacturer protocol. The final sequencing libraries were checked for quality on Agilent 4200 Tapestation System (Santa Clara, CA, USA) and quantified by fluorometry staining (QuBit) assay. Libraries were sequenced on a HiSeq4000 (Illumina, San Diego, CA, USA) at a depth of ~50,000 reads per cell. The scRNA-seq was analyzed using standard Seurat v3 [64] integration workflow. Top 2000 variated features were selected to find anchors between pairs of datasets. The integrated dataset was dimension-reduced and visualized using the Uniform Manifold Approximation and Projection (UMAP) with top 30 principal components. All cells are clustered using the original Louvain algorithm. Dot plots, violin plots, and heatmaps were generated using the R Seurat package (version 5). The scRNA-seq data are available at Gene Expression Omnibus (GEO), GSE228598.

### 4.4. Single-Cell Type Identification

We performed a two-layer analysis to identify single cells from the peritoneal biospecimen that were macrophages. 

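Cells with *CCL19* and *CCR7* lay mostly in dendritic-like clusters, and *CD68*+*CD163*+ cells in macrophage/monocyte-like clusters. *CCL19* and *CCR7* encode a chemokine and its receptor, which mature dendritic cells use to reach lymph nodes. Cells with at least 1 UMI of both numbered 229 of 139314 (0.164%), with 0 to 37 in a sample, and 214 of them (93.4%) lay in conventional dendritic-like clusters, 210 in a single cluster of 361 cells. A further 5 lay in macrophage/monocyte-like clusters. The paper takes *CD68*+ cells first and then clusters them, whereas these cells were counted among all cells. With a *CD68* UMI as a further condition 51 were left, of which 45 (88.2%) lay in conventional dendritic-like and 2 in macrophage/monocyte-like clusters, and 12 also had a *CD163* UMI. In that cluster 83.4% of cells had a *CCR7* UMI and 64.5% a *CCL19* UMI, at a median of 2930 UMIs per cell. In T/NK-like cells the corresponding shares were 12.5 ± 9.69% for *CCR7* and 0.0360 ± 0.0631% for *CCL19* (SD, n = 28 samples).

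Cells with a *CD68* UMI numbered 68085 (48.9% of all cells), of which 81.4% lay in macrophage/monocyte-like clusters and 5.38% in conventional dendritic-like clusters. Of the cells that also had a *CD163* UMI, 91.2% lay in macrophage/monocyte-like clusters, 2.40% in conventional dendritic-like, 1.10% in epithelial-like and 0.425% in T/NK-like clusters. In T/NK-like cells, 5.41 ± 5.48% of cells had a *CD68* UMI and 5.95 ± 9.42% a *CD163* UMI. The gene *CD68* lies on chromosome 17 from 7579467 to 7582113 and *CD163* on chromosome 12 from 7470813 to 7503893, both in GRCh38 coordinates. Cluster names come from markers and not from an annotation by the authors.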

First, we used well-established macrophage markers (*CD68*^+^), then performed gene clustering analysis to determine differential gene clusters within the macrophages that differentiate M1 (*CCL19*^+^*CCR7*^+^), M2 (*CD68*^+^*CD163*^+^), and others that did not fall into the M1 and M2 clusters. Finally, we investigated the survival differences between patients whose peritoneal cells overexpressed M2_TS_ and those who did not.

### 4.5. Statistical Analysis

Histological subtypes and signature expressions were evaluated using ANOVA or *t*-test where appropriate. We defined *p* < 0.05 as significant. Each transcriptional signature was quantified as a composite total expression of total gene expression within the signature. Peritoneal samples were stratified into high (≥39.23 counts per 10K (CP10K)) or low (less than 39.23 CP10K) M2_TS_ expression of these selected genes based on total expression of transcriptional signatures. The cutoff point (39.23 CP10K) was determined by the lowest *p*-value in the log-ranking test using CutoffFinder (http://molpath.charite.de/cutoff, accessed on 10 July 2022) [65], a systematic optimization method for biomarker cutoff determination. Comparisons of clinicopathologic characteristics between patient groups (M2_TS_ High vs. M2_TS_ Low) were analyzed using Fisher’s exact test for categorical variables, and Wilcoxon test for continuous variables. For both TCGA and the scRNA-seq analysis, we used a log-rank test to compare Kaplan–Meier curves for OS and the disease-free interval (DFI), comparing the highest and lowest quartiles of transcriptional signature expression in the TCGA analysis. Univariate Cox regression analysis was performed to determine significant factors for survival. Based on the univariate analysis result, we used the significant factor M2_TS_ signature and microsatellite status for the multivariate Cox regression analysis model. The factors of resection status, stage, and differentiation which were close to significant (*p* ≤ 0.1) or significant (*p* < 0.05) on univariate were included in the multivariate model.

## 5. Conclusions

Macrophages and T-lymphocytes each perform important interactions and functions in the GC TME. This study has demonstrated that a highly immunosuppressive phenotype of macrophages, defined by high expression of the combination of genes, predicts poor outcomes when present in both primary GC and the peritoneum of GC patients. While understanding the proportions of each cell type is important, a deeper understanding of the functional phenotype of the cell populations present is critical to be able to potentially design therapies for the most influential cell types or predict the biology of the disease or response to therapy.

## Figures and Tables

**Figure 1:**
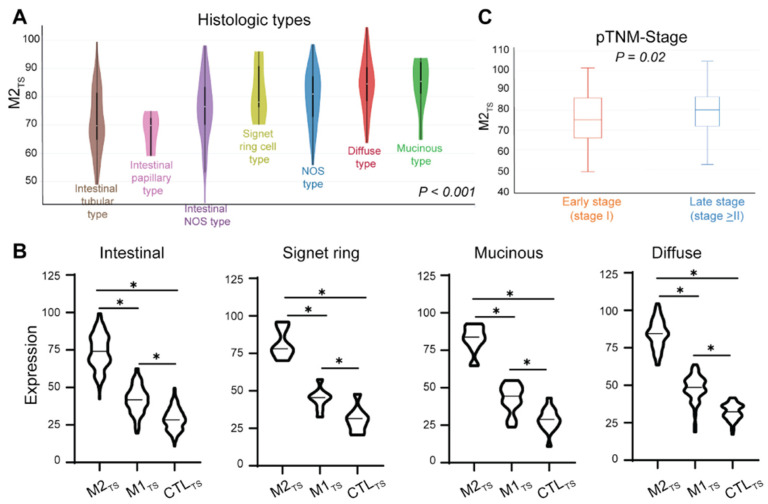
Association of M2-defining macrophage gene expression with histologic subtype and pTMN stage. (**A**) Histologic subtypes for intestinal adenocarcinomas, diffuse adenocarcinoma, mucinous adenocarcinoma, and signet ring cell adenocarcinoma are associated with M2-defining signatures. One-way ANOVA, *p* < 0.001. (**B**) Within each histologic subtype, M2-defining macrophage signature expression is significantly greater than both M1-defining and T-cell cytolytic signature expression. *t*-test for each comparison, * *p* < 0.05. (**C**) Greater M2-defining macrophage expression is associated with more advanced stages. *t*-test, *p* = 0.02. M2_TS_, M2 transcriptomic signature. NOS type, not otherwise specified type. TNM, tumor node metastasis. M1_TS_, M1 transcriptomic signature. CTL_TS_, cytotoxic T-lymphocyte transcriptomic signature.

**Figure 2:**
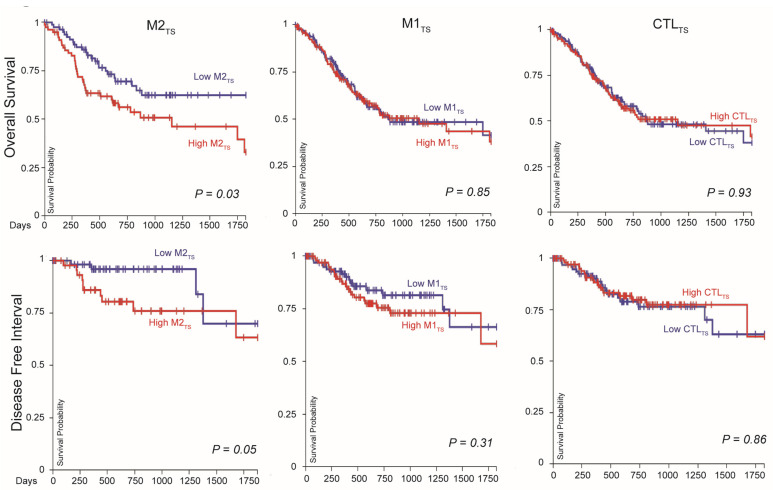
M2-defining macrophage, but not M1-defining or T-cell cytolytic, signature is associated with survival. The highest quintile of M2-defining macrophage signature expression is associated with worse OS (*p* = 0.03) and DFI (*p* = 0.05). High levels of M1-macrophage and T-cell cytolytic signature expression were not associated with OS or DFI (*p* > 0.05). OS, overall survival. DFI, disease free interval. M2_TS_, M2 transcriptomic signature. M1_TS_, M1 transcriptomic signature. CTL_TS_, cytotoxic T-lymphocyte transcriptomic signature.

**Figure 3:**
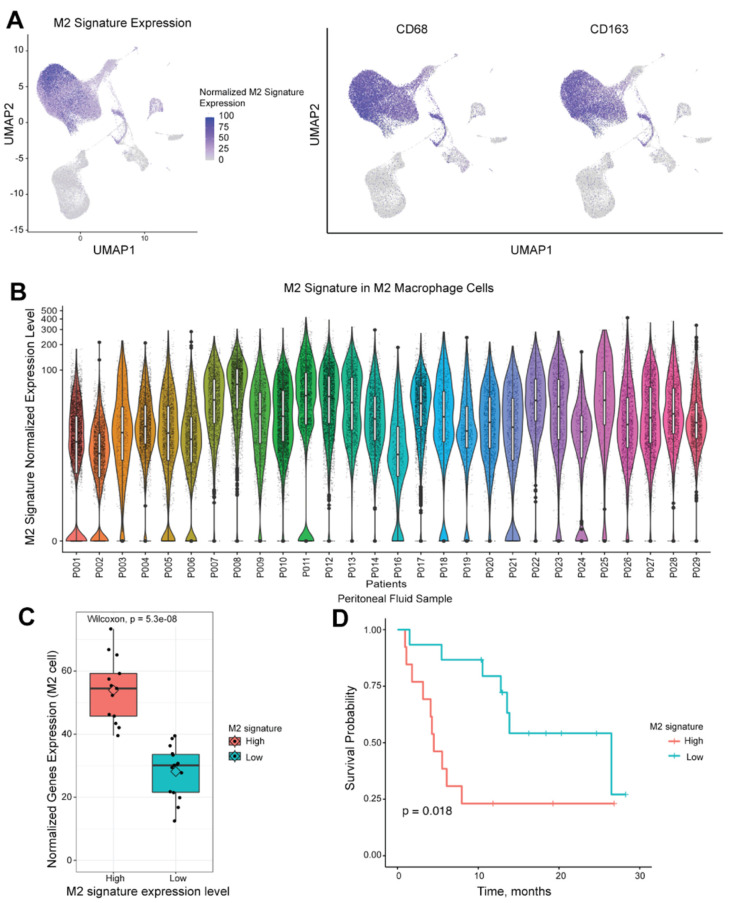
M2-defining signature is expressed in the M2 macrophage cell cluster on single-cell analysis of peritoneal fluid samples and is associated with survival in peritoneal fluid samples. (**A**) UMAP plot displays the cells with higher M2-defining signature expression as purple dot, which is primarily seen in the M2 macrophage cells (*CD68*^+^*CD163*^+^). (**B**) The expression profile of the M2-defining macrophage signature is plotted on the y-axis (log scale) using the single-cell RNA seq expression per a single sample. Each dot represents one single-cell M2-defining signature expression level. Cells tend to cluster in subtypes of M2 macrophages of varying expression of the M2-defining macrophage signature. (**C**) High (*n* = 13) and low (*n* = 15) cohorts can be defined from our entire cohort. (**D**) High expression of M2-defining macrophage gene signature in M2 defined cells within peritoneal samples is associated with worse overall survival (*p* = 0.018). UMAP, unform manifold approximation and projection.

**Table 1:** Clinicopathologic characteristics by M2_TS_ expression levels.

		M2_TS_ Expression		*p*-Value
		Low *n* = 15 (%)	High *n* = 13 (%)	
Age (years)	≤40	6 (40.0)	1 (7.7)	0.086
	>40 and ≤65	4 (26.7)	8 (61.5)	
	>65	5 (33.3)	4 (30.8)	
Age (years)	Mean ± SD	51.7 ± 20.2	60.7 ± 13.6	0.184
Gender	Female	9 (60.0)	4 (33.3)	0.322
	Male	6 (40.0)	8 (66.7)	
Ethnicity	Asian	5 (33.3)	4 (30.8)	0.288
	Black	1 (6.7)	0 (0.0)	
	Hispanic	6 (40.0)	3 (23.1)	
	Non-Hispanic White	2 (13.3)	6 (46.2)	
	Other	1 (6.7)	0 (0.0)	
Cytology	Negative	6 (40.0)	4 (30.8)	0.91
	Positive	9 (60.0)	9 (69.2)	
Lauren Classification	Diffuse	11 (73.3)	10 (76.9)	1.0
	Intestinal	4 (26.7)	3 (23.1)	
Differentiation	Moderately	0 (0.0)	2 (15.4)	0.144
	Poorly	15 (100.0)	10 (76.9)	
	Well to moderately	0 (0.0)	1 (7.7)	
Signet Ring Cell	Absent	5 (33.3)	8 (61.5)	0.266
	Present	10 (66.7)	5 (38.5)	
Microsatellite Status	MSI high	1 (6.7)	0 (0.0)	0.55
	MSS	12 (80.0)	12 (92.3)	
	Unknown	2 (13.3)	1 (7.7)	
PD-L1	Negative	4 (26.7)	5 (38.5)	0.52
	Positive	10 (66.7)	6 (46.2)	
	Unknown	1 (6.7)	2 (15.4)	
Stage	I–III	2 (13.3)	2 (15.4)	1.0
	IV	13 (86.7)	11 (84.6)	
Serum Albumin	<3 g/dL	4 (26.7)	5 (38.5)	0.794
	≥3 g/dL	11 (73.3)	8 (61.5)	

M2_TS_, M2 transcriptomic signature. SD, standard deviation. MSI, microsatellite instable. MSS, microsatellite stable.

**Table 2:** Univariate Cox regression analysis of survival in the peritoneal fluid cohort.

		Patients (%)	HR (95% CI, *p*-Value)
M2_TS_ Expression	Low	15 (53.6)	ref
	High	13 (46.4)	3.14 (1.17–8.46, 0.02)
Age (years)	≤40	7 (25.0)	ref
	>40 and ≤65	12 (42.9)	3.67 (0.79–17.05, 0.097)
	>65	9 (32.1)	2.51 (0.50–12.53, 0.26)
Age (years)	Mean ± SD	55.9 ± 17.7	1.01 (0.99–1.04, 0.33)
Gender	Female	13 (48.1)	ref
	Male	14 (51.9)	0.96 (0.36–2.57, 0.93)
Ethnicity	Asian	9 (32.1)	ref
	Black	1 (3.6)	3.21 (0.35–29.23, 0.30)
	Hispanic	9 (32.1)	0.93 (0.25–3.49, 0.92)
	Non-Hispanic White	8 (28.6)	1.76 (0.53–5.79, 0.35)
	Other	1 (3.6)	0.00 (0.00–Inf, 1.0)
Resection	No	17 (60.7)	ref
	Yes	11 (39.3)	2.31 (0.89–6.02, 0.09)
Stage	I-III	4 (14.3)	ref
	IV	24 (85.7)	5.53 (0.69–44.07, 0.106)
Lauren Classification	Diffuse	21 (75.0)	ref
	Intestinal	7 (25.0)	1.53 (0.56–4.18, 0.40)
Differentiation	Moderately	2 (7.1)	ref
	Poorly	25 (89.3)	0.23 (0.05–1.09, 0.06)
	Well to moderately	1 (3.6)	NA
Microsatellite Status	MSS	24 (85.7)	ref
	MSI high	1 (3.6)	15.04 (1.34–169.06, 0.028)
	Unknown	3 (10.7)	2.36 (0.66–8.50, 0.19)

HR, hazard ratio. CI, confidence interval. M2_TS_, M2 transcriptional signature. Ref, reference value. SD, standard deviation. MSS, microsatellite stable. MSI, microsatellite instable. Bolded *p*-value indicates statistical significance (*p* < 0.05).

**Table 3:** Multivariate Cox regression analysis of survival from the peritoneal fluid cohort.

		Patients (%)	HR (95% CI, *p*-Value)
M2_TS_ Expression	Low	15 (53.6)	ref
	High	13 (46.4)	6.58 (1.68–25.79, 0.007)
Resection	No	17 (60.7)	ref
	Yes	11 (39.3)	2.30 (0.67–7.98, 0.19)
Stage	I-III	4 (14.3)	ref
	IV	24 (85.7)	14.71 (1.11–194.42, 0.041)
Differentiation	Moderately	2 (7.1)	ref
	Poorly	25 (89.3)	0.98 (0.16–6.11, 0.98)
	Well to moderately	1 (3.6)	4 × 10^9^ (0.00–Inf, 1.000)
Microsatellite Status	MSS	24 (85.7)	ref
	MSI high	1 (3.6)	145.33 (6.55–3225.37, 0.002)
	Unknown	3 (10.7)	3.67 (0.74–18.18, *i*)

HR, hazard ratio. CI, confidence interval. M2_TS_, M2 transcriptional signature. Ref, reference value. MSS, microsatellite stable. MSI, microsatellite instable. Bolded *p*-value indicates statistical significance (*p* < 0.05).

## Data Availability

The data accessed and utilized from primary gastric cancer samples is available from The Cancer Genome Atlas Project. The single-cell RNA sequencing data supporting the conclusion of this article are available in the Gene Expression Omnibus Repository, GSE228598.

## Supplementary Materials

The following supporting information can be downloaded at: https://www.mdpi.com/article/10.3390/ijms25074117/s1.

# Supplementary material for: Tumor and Peritoneum-Associated Macrophage Gene Signature as a Novel Molecular Biomarker in Gastric Cancer
**Source:** Int J Mol Sci. 2024 Apr 8;25(7):4117. doi: 10.3390/ijms25074117
**Supplement:** Supplementary file 1

## SUPPLEMENTAL FIGURES:

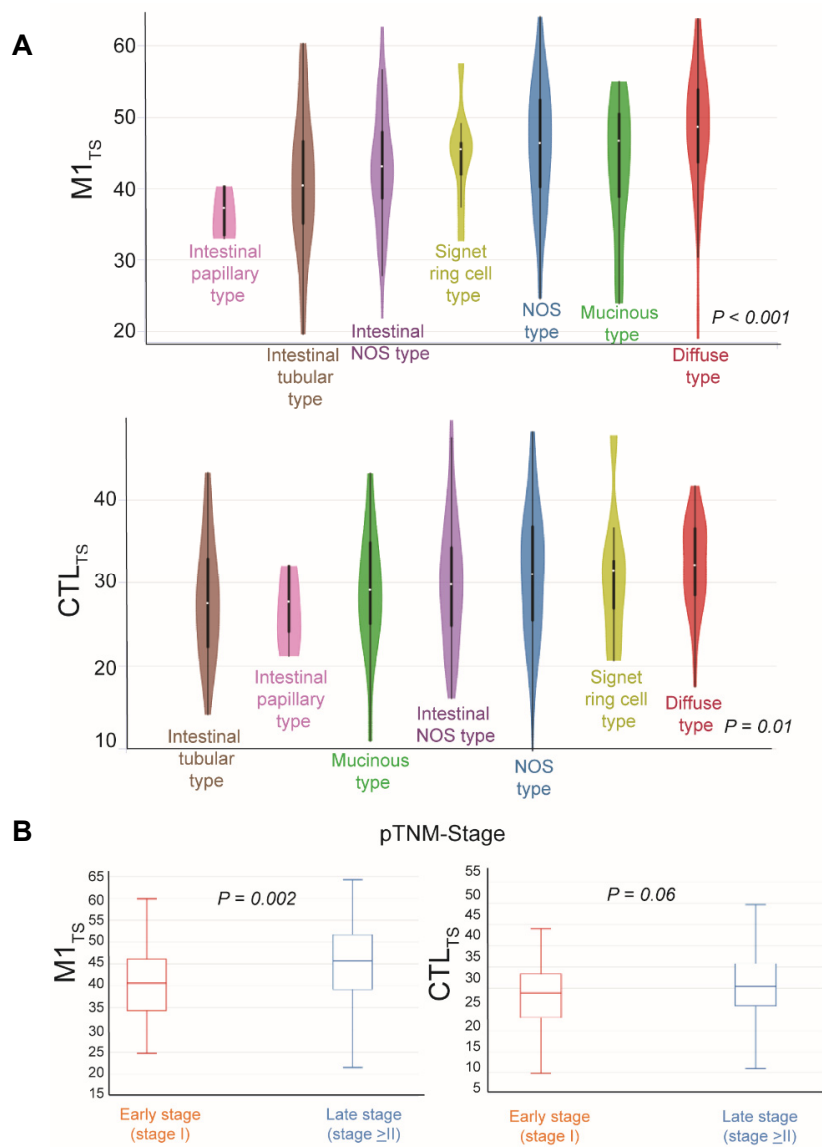

**Supplemental Figure S1.** (A) Histologic subtype for intestinal adenocarcinomas, diffuse adenocarcinoma, mucinous adenocarcinoma, and signet ring cell adenocarcinoma is associated with M1-defining signature and T cell cytolytic signature. (B) Greater M1-defining macrophage expression, but not T cell cytolytic signature expression, is associated with higher stage.

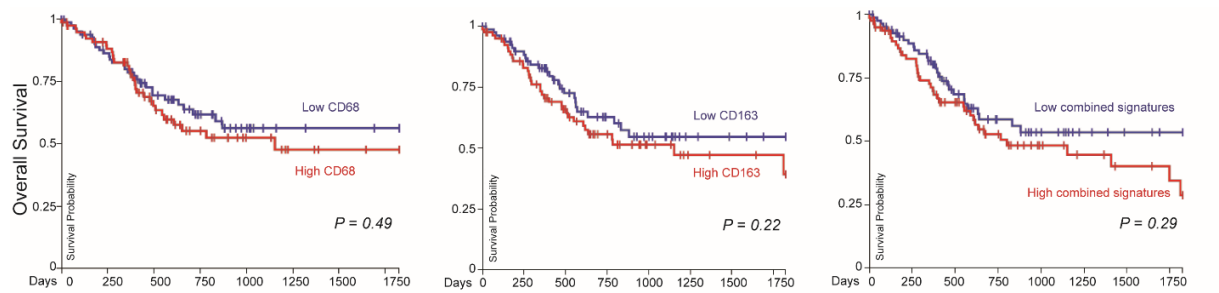

**Supplemental Figure S2.** In primary gastric cancer samples from the TCGA, there is no significant difference in overall survival for single tumor-associated macrophage genes *CD68* and *CD163* nor for combined expression of all M1<sub>TS</sub>, M2<sub>TS</sub>, and CTL<sub>TS</sub>.

How the deposited data were processed for this re-analysis (not part of the article)

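Single-cell RNA was measured in 28 libraries of peritoneal fluid, 15 of malignant ascites and 13 of peritoneal washing, 1 per patient. The deposited files hold UMI counts per gene and cell, which the authors made with Cell Ranger 3.1 on hg38, and which were tested and found to be whole numbers. The submitters' notes also name Seurat 4.1 for later steps, whose output was not used here. The libraries held 139314 cells and 598646436 UMIs, and the lowest UMI total of a cell was 368. The median cell of a library had 550 to 7724 UMIs, 344 to 2515 genes and 2.66 to 26.3% mitochondrial UMIs (median over libraries 10.6% in ascites and 9.45% in washings). All cells entered the signature values, with a limit of 500 UMIs and 20% mitochondrial UMIs as an alternative.

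Values were computed in Python 3.11.15 with numpy 2.4.6, pandas 2.3.3, scipy 1.17.1 and scanpy 1.11.5, and in R 4.3.3 with edgeR 4.0.16, limma 3.58.1 and DESeq2 1.42.0. UMIs were scaled to 10000 per cell (CP10K), and M2_TS_, M1_TS_ and CTL_TS_ are the sums of their 10, 7 and 5 genes. A sample's value is the mean over its cells of a class with at least 20 cells. Cells were thinned at random to 2000 UMIs, or 1000, to compare them at equal depth, with the classes set again on the thinned counts except for the variance-to-mean ratios and the parts of the variance, which keep the classes of the full counts. Thinning left out 60065 cells (43.1%) at 2000 UMIs, among them 4110 *CD68*+*CD163*+ cells of ascites and 2010 of washings.

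Cells with at least 200 genes were clustered on 2000 variable genes, 30 principal components and 20 neighbours with leidenalg 0.10.2 at resolution 1 (34 clusters), and 2 as an alternative. Signature genes, *CD68* and *CD163* were left out of the variable genes. Clusters were named from lists of markers. Scrublet scores gave 569 cells called as doublets (0.423%), under the 0.5% set as the least share for the automatic threshold to count as working, so called doublets were kept and their removal is an alternative. Removing the highest scores instead, 0.8% of cells per 1000 cells, took out 5948 cells, 1.09 to 7.01% of a library.

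For gene tests, UMIs were summed per sample and class. 47 genes, those linked to the Y chromosome and 2 X-inactivation transcripts, were removed before the tests, a departure from the design. edgeR's quasi-likelihood test with TMM scaling and its expression filter was used, with the sample as a block where classes of the same sample were compared. That pairing comes from the cells themselves, which share a library. DESeq2, upper-quartile scaling, no filter, no block, at least 100 cells, thinned cells and removal of called doublets were the alternatives. Median log2 fold changes of all genes between *CD68*+*CD163*+ and other cells were -0.04 with TMM, -0.11 with DESeq2 and -0.12 with upper-quartile scaling. p-values were adjusted by the Benjamini-Hochberg method. Lists of genes, 30 in all, were tested with camera at a correlation of 0.01 and with an estimated correlation. Lists of mast cell, erythroid and platelet markers had 0 tested genes.

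Signature values were compared with two-sided sign-flip tests within samples and permutation tests between fluids (100000 resamples, exact where fewer arrangements exist), and intervals come from 20000 bootstrap resamples (seed 1). The tests, the alternatives, the lists and the rule for naming genes were set before the data were examined, with exceptions. The tests of *FN1* between samples against RNA from other cells, depth and barcode family, and the test of the *FN1* level of mesothelial/fibroblast-like cells, were chosen after the results were seen. The rule names the paper's genes, up to 5 genes per direction with a mean log2 CPM of at least 4 that changed the same way in at least 90% of samples, and up to 4 genes per list. Alternatives added after the data were seen leave out the smaller barcode family, the shallowest library or the highest doublet scores, take the barcode family as a covariate, keep cells with at most 20% mitochondrial UMIs in the comparison of fluids, and leave *FN1* out of the comparison of clusters.

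The gene tests were checked on simulated data with 200 changed genes. At log2 fold changes of 1 and 2 the comparisons within samples recovered 100% of the changed genes that passed the expression filter. These were 96 and 97 of 100 against other cells, with 2.03% false calls, and 95 and 96 of 100 against *CD68*+*CD163*- cells, with 4.98%. The comparison of fluids recovered 70% of 100 tested genes at 1 and 100% of 93 at 2, with 3.55% false calls. The changed genes were few and balanced in direction, whereas 8512 of 12145 genes were called against other cells in the real data. The shares of false calls may therefore not carry over to the comparisons within samples. Counts were simulated with the spread typical of genes of the same level, not each gene's own spread. Recovery may therefore be lower in the real data, where *SLC2A1*, at 2.52 between fluids (SE 0.635), was not called (edgeR's quasi-likelihood test, adjusted p = 0.41). Data on survival, on tumor cohorts and on blood monocytes were not among the files and were not analysed, and no sample was assigned to a high or low group of the paper.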

Additional observations from a re-analysis of the deposited data (not part of the article)

Results flagged for a closer look

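The tests of *FN1* between samples, the *FN1* level of mesothelial/fibroblast-like cells and the cluster values without *FN1* were chosen after the results were seen. The values listed here are of measures for which the text of the paper gives no number, although it uses *CCL19*+*CCR7*+ cells and *FN1* and describes subtypes of M2 macrophages. Of the *CCL19*+*CCR7*+ cells, 93.4% lay in conventional dendritic-like clusters. *FN1* was at 11.1 ± 8.81 CP10K in mesothelial/fibroblast-like cells and 1.93 ± 2.24 CP10K in T/NK-like cells of the same samples (n = 19, higher in 19 of 19, sign-flip permutation test, p = 1e-05, the smallest the permutations can give). M2_TS_ in the macrophage-like cluster led by *TIMD4* lay 14.4 CP10K above the clusters of its sample. Genes of tissue-resident macrophages had a median log2 fold change of 2.18 in *CD68*+*CD163*+ against *CD68*+*CD163*- cells. Genes of hypoxia and glycolysis had a median of 0.86 in ascites against washings. No single sample stood apart in M2_TS_ in the 5 groups tested, of 4 to 10 samples each. These were the macrophage-like clusters led by *ZBTB16*, by *CXCL10* and by *CCL4L2*, and the washings of each barcode family. Ascites, all samples together and the other signatures were not tested in this way.

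*FN1* carried most of the M2_TS_ level and of its variance between samples. RNA from other cells is argued against by the *FN1* level of T/NK-like cells, which was 0.0474 ± 0.0561 of that in *CD68*+*CD163*+ cells (n = 28). At 2000 UMIs per cell the SD between samples was 1.02 ± 0.0306 times that without thinning. Thinning leaves the expected CP10K of a cell unchanged, so this ratio cannot decide on depth. The SD within the larger barcode family was 0.969 ± 0.175 times that of all samples, so the spread does not need a difference between families. With 22 of the 28 samples in that family, the ratio cannot argue against a shift between families. Their means were 44.1 and 30.0 CP10K (two-sided permutation test, p = 0.053). No biological explanation was tested.

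M2_TS_ differed between macrophage-like clusters. The thinned difference between the *TIMD4* and *CX3CR1* clusters was 0.942 ± 0.0272 times the unthinned one (n = 20). Since thinning leaves the expected CP10K of a cell unchanged, this ratio cannot decide on depth. Markers of mesothelial cells and fibroblasts were 0.153 ± 0.203 CP10K higher in the *TIMD4* cluster (n = 22, higher in 19, permutation p = 0.00064). This is the outcome that was written beforehand for RNA from these cells as the cause. By a test chosen after the results were seen, *FN1* in that cluster was 40.1 ± 27.4 CP10K above its level in those cells themselves (n = 14, higher in 13, permutation p = 0.00038). That argues against their RNA as the main source of *FN1*, but not against some of it in the cluster. Differences between the states of the cells stay open and were not tested.

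The hypoxia and glycolysis list was higher in *CD68*+*CD163*+ cells of ascites, with no gene past the threshold over all genes (camera adjusted p = 7.5e-05, and adjusted p = 0.534 with an estimated correlation), and 7 of 7 epithelial markers lay above 0 as well. Depth is argued against by a ratio of 1.01 ± 0.0236 to the reported median with depth as a covariate. Without the smaller barcode family the ratio was 0.806 ± 0.127. Both SDs come from a bootstrap over the 10 genes, not over samples. Most of the median thus does not need the smaller family, but a part for the family is not argued against. Single genes differed, as *LDHA* went from 0.33 to 0.080 without it and *SLC2A1* from 2.52 to 2.57. RNA from other cells cannot be told apart, since the median in T/NK-like cells was 0.237 with an SD of 0.924 over the 10 genes, and epithelial markers lay above 0 in 7 of 7 genes in T/NK-like cells too. In macrophage and monocyte clusters the hypoxia median was 0.69 (10 of 10 above 0, 4 past the threshold over the list alone) and that of the 4 epithelial markers tested was 0.33. The kind of fluid and the patients stay open.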

How the results depend on the processing

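The cluster values without *FN1* and the settings without the smaller barcode family, the shallowest library or the highest doublet scores were chosen after the results were seen. Of 132 comparisons of a main result with an alternative, 117 stayed on their side of the threshold, within the replicate SD or, for counts, within a set ratio of the main count. By that ratio, 12 to 17 samples at or above the cutoff (main 14) and 6364 to 11662 genes called against other cells (main 8512) were taken as kept. A change of sign counted as a reversal only where a value passed the threshold. The M2_TS_ difference between fluids, 3.87 CP10K and -0.46 CP10K without the smaller barcode family, was thus taken as kept. Without *FN1*, M2_TS_ per sample was 11.0 CP10K, 0 samples were at or above the cutoff (fixed by the cutoff, since the other 9 genes reach at most 15.5 CP10K), the variance-to-mean ratio was 1.43, and the *TIMD4* cluster minus the *CX3CR1* cluster was -0.633 CP10K, the reverse of the direction with *FN1*, a change that follows from the share of that gene. With the median over cells 8 samples were at or above the cutoff. Thinned to 2000 UMIs, the mean share of M2_TS_ UMIs from *CD68*+*CD163*+ cells was 53.0%, and 5443 genes (against other cells) and 2504 genes (against *CD68*+*CD163*- cells) were called. At 1000 UMIs the variance-to-mean ratio was 3.94. Without the block on samples, 4113 genes were called in the second comparison. Between fluids DESeq2 called 8 genes and macrophage and monocyte clusters 1. With an estimated correlation 0, 0 and 0 gene lists passed, from 18, 17 and 6. Apart from the values without *FN1*, the cause was not tested. M2_TS_ per sample was 30.7 CP10K with the median over cells. Over the settings other than that and without *FN1* it was 38.3 to 45.3 CP10K, 12 to 17 samples were at or above the cutoff, and the difference between fluids was -0.46 to 6.83 CP10K (p = 0.24 to 0.95). Of 2106 comparisons of named genes 2042 stayed on their side of the threshold, whatever their sign where neither value passed it. Of these, 842 compared fluids, where 0 genes passed in the main setting. A further 49 no longer passed, 10 newly passed and 5 reversed. The reversed were all against *CD68*+*CD163*- cells thinned to 2000 UMIs: *FGL2* -0.24, *HLA-DMB* -0.14, *HLA-DMA* -0.18, *HSPA1A* -0.050 and *DNAJB1* -0.12.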

Differences from the paper's values

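No value stated in the paper for a measure computed here differs from it by more than the limits set before the data were examined. The number of samples with high M2_TS_ is 15 in the paper's text, and 13 in its legend of Figure 3C and in its Table 1. It was 14 here. It was 13 with macrophage and monocyte clusters in place of *CD68*+*CD163*+ cells, and without *MRC1*, *MS4A4A*, *CCL18*, *SLC38A6*, *FGL2* or *MAF*, and no setting gave 15. A sample at 39.27 CP10K lies just above the cutoff of 39.23 CP10K, so leaving out any of these genes moves it below. The counts of 13 without a gene follow from this and decide nothing about the paper's number. The lowest M2_TS_ of a sample is about 12 in Fig. 3C, read by eye, and was 14.3 CP10K here. The highest is about 73 in Fig. 3C, read by eye, and was 74.6 CP10K here.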

Other observations

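The settings without the smaller barcode family and with the barcode family as a covariate were added after the data were seen, and what they would show for the hypoxia list or the called genes was written before their results. No difference in M2_TS_ between ascites and washings passed a test. *CD68*+*CD163*+ cells had 42.9 ± 14.9 CP10K in ascites (n = 15, 10 at or above the cutoff) and 39.0 ± 17.5 CP10K in washings (n = 13, 4 at or above it), a difference of 3.87 CP10K (95% bootstrap interval -7.95 to 15.4, permutation p = 0.53). Within the larger barcode family the means were 43.9 (n = 13) and 44.4 CP10K (n = 9; permutation p = 0.95), and within the smaller 36.1 (n = 2) and 26.9 CP10K (n = 4; exact permutation p = 0.47). Of 11506 genes, 0 passed with edgeR (1204 at an unadjusted p under 0.05, smallest adjusted p 0.165 for *CDCP1*), and 8 with DESeq2. With a real count of 0, splits of the samples decide nothing: 100 of 100 give at least as many (highest other 63). No class share passed adjustment (smallest adjusted p = 0.49). Among the gene lists, hypoxia and glycolysis had a median log2 fold change of 0.86 in ascites (camera adjusted p = 7.5e-05, and adjusted p = 0.534 with an estimated correlation), with 6 of 10 genes higher when adjusted over the list alone and 0 over all genes. Epithelial markers lay above 0 in 7 of 7 genes (2.6e-05 and 0.534) with 0 past the threshold over all genes, and MHC class II genes had a median of -0.31 (0.0052 and 0.843), which was -0.052 without the smaller barcode family and -0.16 with the family as a covariate. Markers of conventional dendritic cells, which carry MHC class II, lay below 0 too (median -1.08, 0 of 5 above 0, camera adjusted p = 0.018, and 0.720 with an estimated correlation). Their median was -0.33 without the smaller family. Of either list, 0 genes passed the threshold over all genes. B cell markers (-0.56, 0 of 2 above 0; 0.025 and 0.534) and fibroblast markers (0.35, 4 of 5 above 0; 0.025 and 0.843) were the other lists past the threshold. Without the smaller family the hypoxia median was 0.70 and 2 of 10 passed over the list alone.

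Against *CD68*+*CD163*- cells, macrophage genes of several kinds were higher in *CD68*+*CD163*+ cells, and most markers of other cells lower. General macrophage markers rose in 10 of 10 (median log2 fold change 1.98, camera adjusted p = 2.4e-07, and adjusted p = 0.252 with an estimated correlation). Among resident genes *LYVE1* (log2 fold change 2.60, SE 0.25), *MARCO* (2.39, SE 0.22), *TIMD4* (2.24) and *FOLR2* (2.20) rose, and 10 of 10 on that list did (median 2.18, with the same adjusted p-values). Of the lipid genes 8 rose and 1 fell (0.0051 and 0.286), among them *APOE* (1.96) and *APOC1* (1.85). Interferon genes rose in 10 of 10 (median 0.72, 0.00012 and 0.286), and of 10 MHC class II genes 1 rose and 1 fell, and 0 when adjusted over the list alone. Among markers of other cells, those that fell were 9 of 9 epithelial (*KRT19* -3.31, SE 0.24), 8 of 8 T cell (median -1.59), 4 of 5 conventional dendritic, 4 of 5 mesothelial, 5 of 5 fibroblast, 4 of 4 plasma cell, 3 of 3 NK cell, 2 of 2 B cell and 1 of 4 plasmacytoid dendritic markers, so the classes differ in the cell types they hold. The 1 endothelial marker tested rose (1.03), as did 1 of 2 neutrophil markers. The numbers of called genes, 8512 against other cells and 6287 against *CD68*+*CD163*- cells, were each reached in 1 of 21 splits, the real one (highest other 0 and 0). The classes were set by *CD68* and *CD163* and hold different cell types. Splits that exchange them within samples turn that difference into spread, so they could hardly reach these numbers. They therefore decide nothing about chance.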
